A study of Homo sapiens with 4 samples.

How the data were processed

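EU-labelled nascent RNA was sequenced in 4 libraries of HCT116 RAD21-mAC cells, 2 from cells given DMSO (control) and 2 from cells given 0.5 mM indole-3-acetic acid for 3 h (auxin). Groups and replicate numbers were taken from the sample titles. Per the labels' protocols, HCT116 cells were labelled with 0.5 mM EU for 20 min, fly S2 cells were labelled with 0.2 mM EU for 2 h, and 200 µg of rRNA-depleted human RNA was combined with 20 µg of fly mRNA ahead of the capture of labelled RNA. A strand-specific library kit was used. The labels name no aligner, counter, genome build, annotation, filter or scaling, so how reads became values is not stated.

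The authors deposited 1 table for the series, which holds a signal per gene and library together with gene coordinates, span and type. One control column has a misspelt name and was assigned to control replicate 2, as its name gives the replicate number and the other column with that number names auxin. The authors' name for the table speaks of read counts, but the unit was taken here to be a scaled signal. In each library, 100% of the values up to 20 steps were whole multiples of 1 step, worth 0.847, 1.04, 0.727 and 1.36 in control replicates 1 and 2 and auxin replicates 1 and 2, so each column was multiplied by 1 factor that the labels do not explain. The steps were not treated as reads, because genes spanning at least 10 kb almost never held a single step. The tests fixed for a table of counts were therefore replaced by limma on the log2 scale, which the unit needs, and the count-model tests that had been planned were not run. The depth in reads is unknown, so precision rests on the spread between replicates. In the 4 libraries, in the order given, 47274, 46897, 47311 and 46570 genes were above 0.

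The table holds 60048 human genes on 23 chromosomes, of which 19874 are protein-coding and 16814 lncRNA. It names no genome build. Of 37749 gene symbols matched to the RefSeq table of GRCh38, 99.8% overlapped the RefSeq gene of that symbol, 19986 starts lay exactly 1 base before the RefSeq start and 20157 ends were equal. Starts were therefore read as counting from 0 and are printed 1 higher, with GRCh38 as the build. Every gene is given by its whole span, introns included, and exon positions were not used here.

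Values were filtered, scaled and tested with R 4.3.3 and limma 3.58.1. A gene was tested if it reached a value equivalent to 10 in a library of median total in at least 2 libraries and a total of at least 15. Libraries were scaled by trimmed means of M-values (30% of log ratios and 5% of mean levels trimmed at each end), with scaling factors written out in R. The log2 of the scaled value plus a pseudocount of 1 was fitted with lmFit and eBayes with an intensity trend, auxin against control, with no further term, and p-values were adjusted by Benjamini and Hochberg's method at a threshold of 0.05. The prior degrees of freedom were 8.23. Log2 fold changes are on the log2(value + 1) scale, which understates the change of low genes. Genes overlapping on either strand share signal in this table, so called genes were also joined into loci where their spans overlap.

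The comparisons, the named-gene rule, the gene lists and most of the other settings were fixed before the data were examined. Named genes were RAD21, then, among genes with an adjusted p under 0.05, a mean of at least 50 and both auxin libraries beyond both control libraries, the 5 with the largest rise and the 5 with the largest fall, and the gene with the smallest p of each list. Lists of AHR targets, cohesin subunits and regulators, immediate early genes, p53 targets, and pause and elongation factors were tested with camera (correlation 0.01) and with fry, for a common direction and, as its mixed test, for either direction, adjusted over the lists. Spearman's rho was computed across genes between the log2 fold change and the log10 span, and between adjacent non-overlapping genes, the latter against 1000 shuffles of genes within chromosomes. The differences between replicates of 1 group served as background for both. Tables were read, and figures drawn, with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

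The procedure was tested on simulated data with the means of the real genes (38464 genes tested, or 38465 in the simulations at 1.5-fold). Each gene's spread was drawn anew around limma's estimate for that gene, which makes spreads larger on average. Noise was independent between libraries, so no difference was shared by replicate number. With 200 genes changed, 88.7% were recovered at 4-fold, 11.5% at 2-fold and 0% at 1.5-fold, with 4.93% and 4.17% false among the calls at 4-fold and 2-fold; at 1.5-fold the 5 simulations gave 2 calls, both (100%) false. In 10 simulations with no changed gene, no gene was called and 5.05% of genes had an unadjusted p under 0.05. Changes of 2-fold or less were thus mostly missed in the simulations, whose spreads were not those of the real genes.

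The alternatives tried were median-ratio scaling, scaling by library size only, no filter, a mean of at least 50, the replicate number as a block, an adjusted p under 0.01, a change of at least 1.5-fold, leaving out each library in turn, fry in place of camera, and subsets of genes for span and neighbours. Alternatives chosen after seeing the data were the deposited scale, pseudocounts of 0.1 and 10, counting loci, removing from each library its trend with genomic span (lowess over protein-coding genes) and the restriction to genes that overlap no other tested gene. The ratio of human to fly signal, scaling by the fly RNA, the mitochondrially encoded genes, GC content and exonic length were not analysed here.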

Results

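Nascent RNA was measured by EU-seq in HCT116 cells, a human colorectal carcinoma line, whose RAD21 gene carries a degron tag (genotype RAD21-mAC). RAD21 is a core subunit of cohesin, the ring-shaped complex that folds chromosomes into loops, and the tag causes the protein to be degraded when auxin is added. In EU-seq, cells take up 5-ethynyl uridine (EU), a uridine analogue, and the RNA made during the labelling period is captured through the ethynyl group and sequenced. The cells were labelled with 0.5 mM EU for 20 min. The control group received the solvent DMSO and held 2 libraries, and the auxin group received 0.5 mM indole-3-acetic acid for 3 h to deplete RAD21 and also held 2 libraries. The title of the series places the work in the question of how cohesin bears on the release of paused RNA polymerase and on processive elongation.

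The deposited table gave 1 value per gene and library for 60048 human genes, of which 50810 were above 0 in at least 1 library. The values were taken as a scaled signal and not as read counts, although the authors' name for the table speaks of read counts. The number of reads behind a value is therefore unknown and no counting interval is given. Totals on the deposited scale were 78174823 in control replicate 1, 78585045 in control replicate 2, 61135244 in auxin replicate 1 and 93113007 in auxin replicate 2. The auxin mean was 77124125 ± 22611694 and the control mean 78379934 ± 290071 (SD, n = 2 each), a difference smaller than the spread between the auxin replicates (two-sided exact permutation p = 1 over 3 splits of the libraries, where the smallest p the design allows is 0.333). Within each library the low values were whole multiples of 1 step, and in units of that step the libraries held 92295763, 75706680, 84038980 and 68565171 in the same order. The 10 genes with the most signal took between 1.20% and 1.38% of each library. All values below were brought to a common scale by the trimmed mean of M-values over genes, which divided the libraries by 0.999, 1.01, 0.816 and 1.21. Any change in the total amount of nascent RNA is removed by this scaling.

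The first comparison asked whether the gene of the depleted protein changed at the RNA level, since the degron acts on protein. RAD21 (ENSG00000164754, protein-coding, minus strand, GRCh38 chromosome 8, 116845934 to 116874776) had a scaled signal of 6172 ± 1439 in control and 6079 ± 262 in auxin (SD, n = 2 each). The log2 fold change was -0.0029 with a standard error of 0.17 (limma adjusted p = 0.998), and its sign depended on single libraries: it was -0.24 without control replicate 1 and 0.24 without control replicate 2. The span of RAD21 overlaps UTP23, RAD21-AS1 and MIR3610, and the table's values do not separate genes that overlap. The RNA values therefore neither check the group labels nor measure the depletion, which takes place at the protein.

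The next comparison asked which genes changed their nascent signal after 3 h of auxin. Of 39464 genes that passed the filter on low values, 289 had a limma adjusted p under 0.05, of which 131 were higher and 158 were lower with auxin. At an unadjusted p under 0.05 there were 4033 genes, or 10.2% of those tested. Because overlapping genes share signal, the 289 genes fell into 246 separate loci, and no locus held genes of both directions. The called genes comprised 208 protein-coding genes, 68 lncRNA genes and 13 of other types, and 194 of them overlapped another tested gene. Their median absolute log2 fold change was 1.11, the smallest was 0.49, and 190 genes changed at least 2-fold (93 higher and 97 lower). The median log2 fold change over all tested genes was 0.0089. Called genes carried more signal than the rest: their median scaled signal was 3535, against 237 over all tested genes. For comparison, the SD of the log2 difference between the 2 replicates, across genes, was 0.58 in control and 0.54 in auxin, and 0.41 and 0.35 among genes with a mean of at least 50. The excess of lower genes depended on the setting: with scaling by library size only, 142 genes were higher and 128 lower, and with each library's trend with span removed, 121 were higher and 125 lower. Among the scalings, the deposited scale, tried after the data were seen, moved the count most: 55 genes were called there, 28 higher and 27 lower, of which 48 were among the 289. With the replicate number as a block, 4273 genes were called (1944 higher, 2329 lower), among them all 289. The prior degrees of freedom were infinite in that fit.

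**Figure D1:**
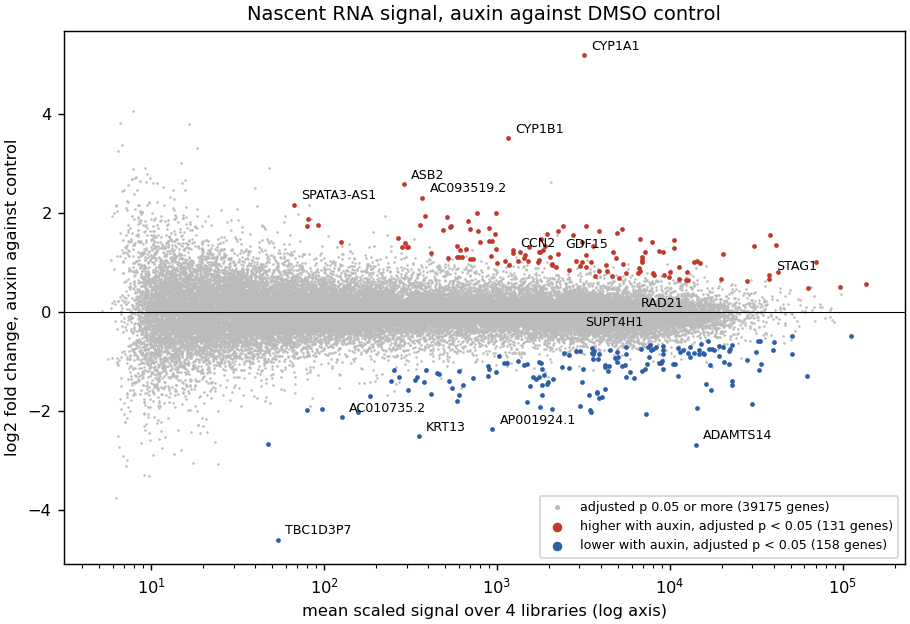
Log2 fold change of nascent RNA signal, auxin against DMSO control, for each of 39464 tested genes (points) against the mean scaled signal of the 4 libraries on a log axis; red and blue points are the 131 higher and 158 lower genes with a limma adjusted p under 0.05. CYP1A1 lies highest at 5.17 and TBC1D3P7 lowest at -4.59, and RAD21 lies at -0.0029.

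Among called genes with a mean of at least 50, the steepest rises were as follows. CYP1A1 (ENSG00000140465, GRCh38 chromosome 15, 74719542 to 74725536, minus strand) went from 189 ± 113 in control to 6205 ± 296 in auxin (SD, n = 2 each), a log2 fold change of 5.17 (SE 0.33, limma adjusted p = 2.59e-04). CYP1B1 (ENSG00000138061, chromosome 2, 38067509 to 38076151, minus strand) went from 203 ± 119.9 to 2105 ± 139.7, a log2 fold change of 3.50 (SE 0.34, adjusted p = 0.00179). ASB2 (ENSG00000100628, chromosome 14, 93934166 to 93976570, minus strand), which overlaps AL132642.1, went from 79.4 ± 22.3 to 499 ± 241, a log2 fold change of 2.58 (SE 0.35, adjusted p = 0.00931). The lncRNA gene AC093519.2 (ENSG00000287161, chromosome 16, 86899356 to 86961268, plus strand) went from 113 ± 3.84 to 628 ± 401, a log2 fold change of 2.30 (SE 0.38, adjusted p = 0.0255); its auxin libraries lay at 345 and 912, and the log2 fold change was 1.60 without auxin replicate 2. The lncRNA gene SPATA3-AS1 (ENSG00000238062, chromosome 2, 230984368 to 230996031, minus strand) went from 24.25 ± 9.12 to 109 ± 11.2, a log2 fold change of 2.17 (SE 0.37, adjusted p = 0.0319); without the filter on low values its adjusted p was 0.057.

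The steepest falls were measured by the same rule. TBC1D3P7 (ENSG00000233014, an unprocessed pseudogene, GRCh38 chromosome 17, 41323427 to 41329545, plus strand) went from 105 ± 42.8 in control to 3.35 ± 1.56 in auxin (SD, n = 2 each), a log2 fold change of -4.59 (SE 0.54, limma adjusted p = 0.00403). This value is uncertain: the gene belongs to the TBC1D3 family of near-identical copies, the auxin signal lay close to 0, and the log2 fold change ranged from -4.94 with a pseudocount of 0.1 to -3.06 with a pseudocount of 10. ADAMTS14 (ENSG00000138316, chromosome 10, 70672506 to 70762441, plus strand) went from 24358 ± 2059 to 3870.2 ± 991, a log2 fold change of -2.68 (SE 0.17, adjusted p = 2.59e-04). KRT13 (ENSG00000171401, chromosome 17, 41500981 to 41505612, minus strand), which overlaps AC019349.1, went from 602 ± 174 to 104 ± 25.3, a log2 fold change of -2.51 (SE 0.28, adjusted p = 0.00293). The lncRNA gene AP001924.1 (ENSG00000286023, chromosome 11, 121979571 to 122025937, minus strand) went from 1577 ± 2.16 to 305 ± 5.19, a log2 fold change of -2.37 (SE 0.18, adjusted p = 7.87e-04). The lncRNA gene AC010735.2 (ENSG00000272622, chromosome 2, 226800146 to 226813741, plus strand) went from 207 ± 55.7 to 46.6 ± 10.4, a log2 fold change of -2.12 (SE 0.31, adjusted p = 0.0155).

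**Figure D2:**
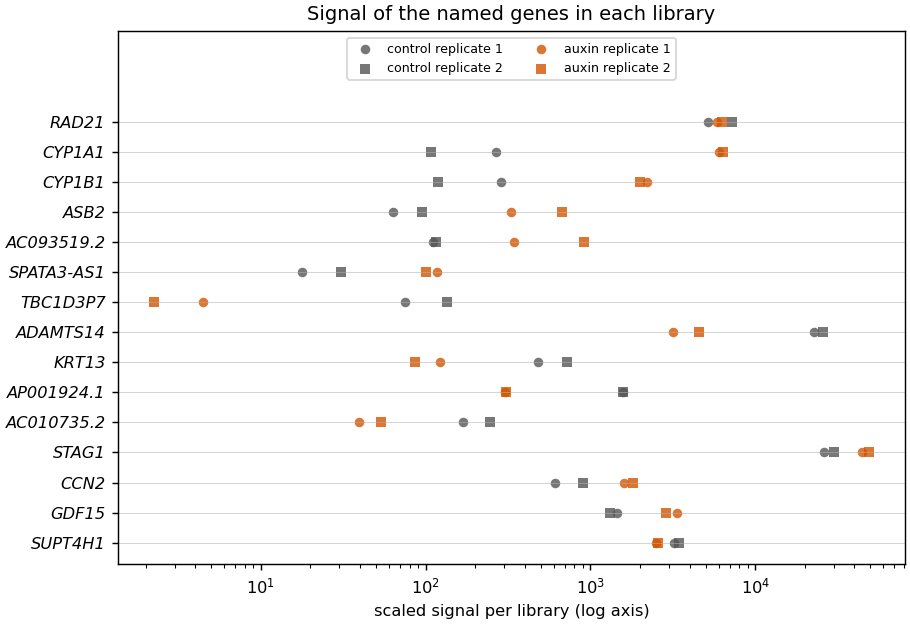
Scaled signal (log axis) of the 15 named genes (vertical axis) in each of the 4 libraries, with grey for control, orange for auxin, circles for replicate 1 and squares for replicate 2. CYP1A1 lies at 269 and 108 in control and at 5995 and 6414 in auxin, whereas the control values of RAD21, 5154 and 7190, enclose its auxin values, 5893 and 6264.

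Gene lists were tested to ask whether groups of functionally related genes moved together. Of the AHR targets, genes induced by the aryl hydrocarbon receptor, 11 of 12 were tested and 8 were higher with auxin. The list's mean log2 fold change was 0.937 and its median 0.20 (camera adjusted p = 7.19e-05). The median depended on single libraries, being 0.058 without control replicate 2, and 0.40, 0.36 and 0.44 without control replicate 1, auxin replicate 1 and auxin replicate 2. In this list 6 genes were called over all genes tested, and 6 when adjusted over the list alone. Besides CYP1A1 and CYP1B1 these were SLC7A5 (log2 fold change 1.01), NQO1 (1.03), AHRR (0.99) and TIPARP, which fell, at -1.15 (limma adjusted p = 0.00293); these 4 are named here after their values were seen. Of the immediate early genes, 21 of 23 were tested, 15 were higher and the median was 0.31 (camera adjusted p = 6.12e-04), with 0.20 without control replicate 1. Here 1 gene was called over all genes tested and 7 when adjusted over the list alone, of which 5 were higher. The gene with the smallest p was CCN2 (ENSG00000118523, GRCh38 chromosome 6, 131948176 to 131951372, minus strand, overlapping AL133346.1), which went from 759 ± 208 to 1713 ± 155 (SD, n = 2 each), a log2 fold change of 1.20 (SE 0.21, limma adjusted p = 0.0347). Neither list was past the threshold under fry as a shift in a common direction (fry adjusted p = 0.406 for AHR targets and 0.477 for immediate early genes). Fry tests a list against no change and takes the correlation between genes from the data, here from 2 libraries per group. Camera tests a list against all other genes with a preset correlation, so the 2 tests differ in more than correlation. Under fry's mixed test, which counts changes in either direction, AHR targets were past the threshold (adjusted p = 0.0333) and immediate early genes were not (adjusted p = 0.0838).

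Without the replicate block, the other lists were not past the threshold as a shift in a common direction under camera or fry. With the block, p53 targets were past it under camera (adjusted p = 0.0287). Under fry's mixed test p53 targets were past it (adjusted p = 0.0333), and cohesin subunits and regulators (0.16) and pause and elongation factors (0.148) were not. All 20 p53 targets were tested, with 13 higher and a median log2 fold change of 0.078 (camera adjusted p = 0.0625, fry 0.477), and the median was -0.064 without auxin replicate 1, 0.026 without control replicate 2, and 0.15 without either control replicate 1 or auxin replicate 2. In this list 1 gene was called over all genes tested and 2 when adjusted over the list alone: GDF15 (ENSG00000130513, GRCh38 chromosome 19, 18386158 to 18389176, plus strand, overlapping MIR3189), which went from 1378 ± 90.6 to 3121 ± 339.7 (SD, n = 2 each; log2 fold change 1.18, SE 0.16, limma adjusted p = 0.0107), and CDKN1A (0.53), named after its value was seen. All 15 cohesin subunits and regulators were tested, with 6 higher and a median of -0.0043 (camera adjusted p = 0.99, fry 0.996), and the sign of that median changed without auxin replicate 1 (0.043); it was -0.051 without control replicate 1, -0.030 without control replicate 2 and -0.016 without auxin replicate 2. STAG1 (ENSG00000118007, chromosome 3, 136336236 to 136752378, minus strand), whose span contains AC117382.1 and other genes, was called over all genes tested and when adjusted over the list alone, rising from 28113 ± 2507 to 46814 ± 3019 (log2 fold change 0.74, SE 0.10, limma adjusted p = 0.0129). All 21 pause and elongation factors were tested, with 8 higher and a median of -0.037 (camera adjusted p = 0.712, fry 0.477); without one library at a time the median ranged from -0.067 (control replicate 1 left out) to -0.014 (auxin replicate 1 left out), and was -0.025 without control replicate 2 and -0.021 without auxin replicate 2. No gene of this list was called, without the block, over all genes tested or when adjusted over the list alone. Its gene with the smallest p was SUPT4H1 (ENSG00000213246, chromosome 17, 58345178 to 58352201, minus strand, overlapping AC004687.2 and TSPOAP1-AS1), at 3322 ± 154 in control and 2531 ± 65.5 in auxin (log2 fold change -0.39, SE 0.14, limma adjusted p = 0.343, unadjusted p = 0.0211). With the block, SUPT4H1 passed the threshold (limma adjusted p = 0.00783).

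Whether the change depended on the length of the transcribed region was asked next, because a change in elongation could alter signal with length. With 1 value per gene, signal near the start of a gene cannot be told from signal further along. A weak relation with length therefore does not exclude a change in elongation. Across the 39464 tested genes, which are not independent replicates, Spearman's rho between the log2 fold change and the genomic span was -0.0259. The 4 single pairs of an auxin and a control library gave rho between -0.108 and 0.0644, with both signs, and control replicate 1 against control replicate 2 gave 0.116. Auxin replicate 1 against auxin replicate 2 gave -0.0286. The relation was thus no larger than the differences between replicates. Leaving out control replicate 1 turned rho to 0.0705, and leaving out control replicate 2 gave -0.0885. Over 17767 protein-coding genes rho was -0.0143. Among 15503 genes that overlap no other tested gene it was -0.0568, against 0.193 between the control replicates and -0.0216 between the auxin replicates. Protein-coding genes with a mean of at least 50 were also divided into 5 classes of equal size by span. The median log2 fold change was -0.025 in the class of the shortest genes (51 to 10072 bases) and -0.012 in that of the longest (100082 to 2304198 bases). The called genes were not spread evenly: the class of the shortest genes held 12 higher and 9 lower genes, and that of the longest held 29 higher and 58 lower.

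**Figure D3:**
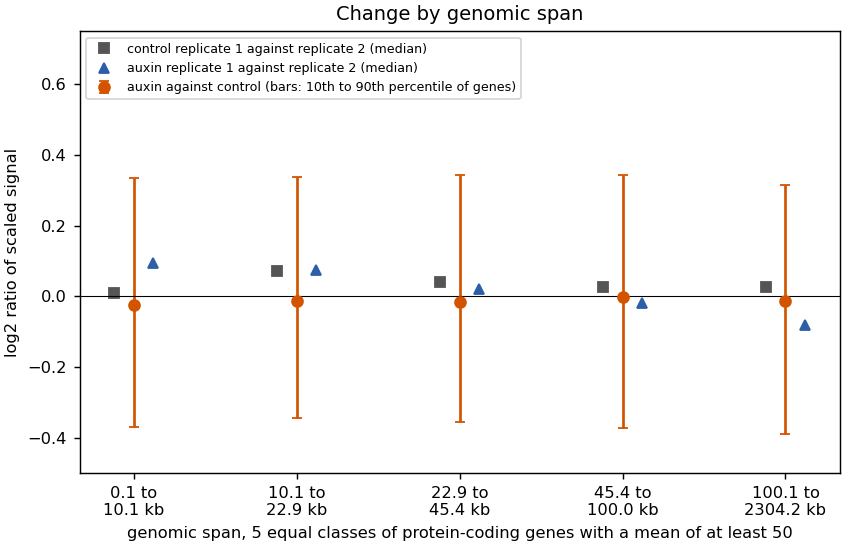
Median log2 ratio of scaled signal in 5 classes of protein-coding genes with a mean of at least 50, by genomic span (horizontal axis, kb): auxin against control (orange, bars from the 10th to the 90th percentile of genes), control replicate 1 against replicate 2 (grey) and auxin replicate 1 against replicate 2 (blue). The auxin medians lie between -0.025 and -0.0026, while the difference between the auxin replicates runs from 0.095 in the shortest genes to -0.079 in the longest.

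Finally, neighbouring genes were compared, since cohesin organises chromosomes into domains that hold several genes. For 28158 pairs of adjacent tested genes whose spans do not overlap, Spearman's rho of the log2 fold changes was 0.154 (two-sided permutation p = 0.001, the smallest that 1000 shuffles of genes within chromosomes can give). The same measure was 0.147 for control replicate 1 against control replicate 2 and 0.101 for auxin replicate 1 against auxin replicate 2, each also with a permutation p of 0.001. Among genes that overlap no other tested gene, the value for auxin against control was 0.0884, against 0.107 and 0.0683 for the replicate differences, and for pairs at least 50 kb apart it was 0.0517, against 0.0820 and 0.0244. In both of these subsets the auxin value lay between the values of the replicate differences. For non-overlapping genes with a mean of at least 50 and a gap under 5 kb (1884 pairs), it was 0.348, against 0.253 and 0.270 for the replicate differences.

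**Figure D4:**
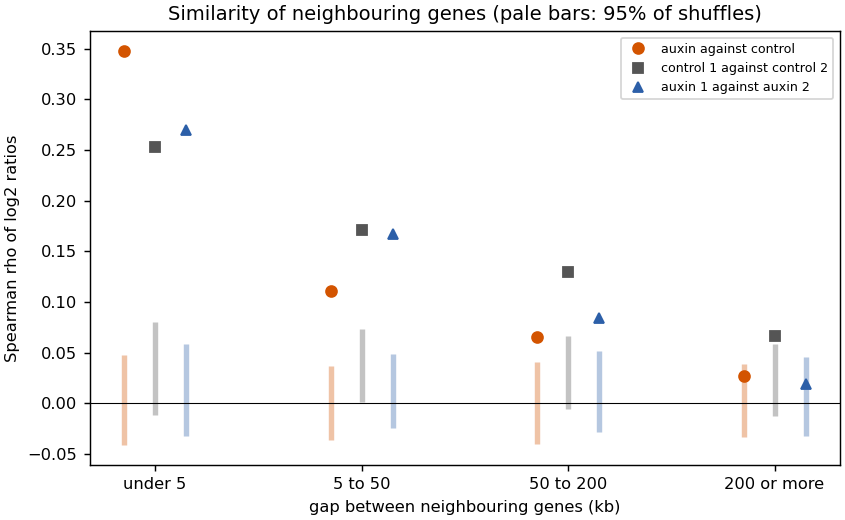
Spearman's rho between the log2 ratios of adjacent, non-overlapping genes with a mean scaled signal of at least 50, by the gap between them in kb (horizontal axis), for auxin against control (orange) and for the replicate differences of each group (grey and blue); pale bars hold 95% of the values from shuffled genes. At gaps under 5 kb the values are 0.348, 0.253 and 0.270, and at 5 to 50 kb the auxin value, 0.111, lies below both replicate values, 0.171 and 0.168.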

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

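The count of 289 genes (131 higher, 158 lower, in 246 loci) stayed within 1.5 times under median-ratio scaling, scaling by library size only, no filter, a mean of at least 50, a change of at least 1.5-fold, pseudocounts of 0.1 and 10 and removal of each library's trend with span, where it ranged from 201 to 323. With an adjusted p under 0.01, 82 genes were called (33 higher, 49 lower, 69 loci), fewer by construction. On the deposited scale, 55 were called (28 higher, 27 lower, 46 loci), of which 48 were shared. There the auxin libraries differ 1.52-fold in total. The median gene differs by 0.574 on the log2 scale between them, which without scaling enters the spread between the auxin replicates. Whether this alone gave the lower count was not tested. Some named genes had a smaller limma adjusted p on that scale, such as CYP1A1 (2.90e-33, against 2.59e-04). Others had a larger one, such as GDF15 (0.629, against 0.0107).

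The replicate numbers are not said to mark a shared day or batch, and 2 pairs are too few to tell. The difference between replicates 1 and 2 correlated across genes between control and auxin (Pearson's r 0.231, Spearman's rho 0.306, and r 0.462 among genes with a mean of at least 50). With the replicate block, 4273 genes were called (1944 higher, 2329 lower, 3399 loci), among them all 289. In that fit limma estimated infinite prior degrees of freedom, so the genes shared 1 trend of spread, with no estimate of the spread of each gene apart from it. In simulations without a shared replicate difference, the block gave 15.8% false among the calls at 2-fold, with 4.8% recovered, against 4.17% and 11.5% without it; at 4-fold it gave 7.68% false and 89% recovered, against 4.93% and 88.7%. These simulations do not show how the block fares where replicates do share a difference. Under the block the p53 targets, with a median of 0.078, passed the threshold (camera adjusted p = 0.0287, against 0.477 under fry and 0.206 on the deposited scale), and SUPT4H1 passed it at -0.39 (limma adjusted p = 0.00783, against 0.277 to 1 under the other alternatives). The block changed no other list or named gene.

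The log2 fold change of RAD21, -0.0029, reversed to 0.0015 with median-ratio scaling, 0.0325 with library size only, 0.0039 with no filter, 0.0077 with a mean of at least 50 and 0.0079 with the span trend removed; all lie far inside its standard error of 0.17. The cohesin list has a median of -0.024 on the deposited scale, where the other list medians were lower as well, such as -0.057 for pause and elongation factors. Camera's direction for the cohesin list turned there from up to down (camera adjusted p = 0.801), and the cause of that turn was not tested. Under fry's test for a common direction the AHR targets (median 0.20) and the immediate early genes (median 0.31) were not past the threshold (adjusted p = 0.406 and 0.477). Under its mixed test the AHR targets were past it (adjusted p = 0.0333) and the immediate early genes were not (0.0838). The fry tests do not assume a preset correlation between genes, and they test against no change where camera tests against other genes. Of the named genes, SPATA3-AS1 fell short with no filter (log2 fold change 2.17, limma adjusted p = 0.057, against 0.0245 to 0.0441 among the alternatives other than the block), and STAG1, CCN2 and GDF15 fell short on the deposited scale (limma adjusted p = 1, 0.585 and 0.629). Under the other scalings, filters and pseudocounts these 3 genes had adjusted p from 0.00712 to 0.0491. All other named genes kept their direction and their side of the threshold under every scaling, filter and pseudocount.

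The 4 fits that each left out 1 library give no calls, because a group is left with 1 library, so they do not test the stability of the 289 genes. Across these fits the rho with genomic span ranged from -0.0885 to 0.0705, and the list medians from 0.058 to 0.44 for AHR targets, -0.051 to 0.043 for cohesin subunits and regulators, 0.20 to 0.42 for immediate early genes, -0.064 to 0.15 for p53 targets and -0.067 to -0.014 for pause and elongation factors. The neighbour correlation ranged from 0.135 to 0.162 in these fits. It was 0.183 with a mean of at least 50, 0.0884 among genes that overlap no other and 0.0517 for gaps of at least 50 kb, each with a permutation p of 0.001. Among non-overlapping genes with a mean of at least 50 it fell with the gap, from 0.348 under 5 kb to 0.0272 at 200 kb or more (permutation p = 0.16). The count-model tests planned for a count table, scaling by the fly RNA, GC offsets and exonic length were not run.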

Other observations

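Tests in this part were mostly chosen after the result they bear on had been seen. The AHR list and its camera and fry tests for a common direction were fixed before the data were examined.

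The values did not behave as plain counts of reads or read pairs, although the authors' name for the table speaks of read counts. Over the 4 libraries, among genes spanning at least 10 kb with 1 or 2 steps of signal, only 2.79% held 1 step, whereas among genes shorter than 100 bases the share was 56.6%. This pattern is consistent with a signal summed over bins of the genome, in which a fragment inside a long gene adds several steps and a short gene catches part of a fragment. Counting of both mates of a pair would make even numbers of steps more frequent than odd ones, and genes with 8 steps did outnumber those with 7 in each library. Genes with 4 steps, however, were fewer than genes with 5 in each library (highest ratio 0.929), which argues against counted mates as the whole cause; a partial contribution stays open. Under either explanation the recovered steps would overstate the number of independent fragments, but the steps per fragment were not measured.

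Genes nested inside a host gene of at least 50 kb on the opposite strand carried a median of 0.883 of the host's signal per kb (3209 genes), close to 1.02 for nested genes on the host's own strand (1328 genes). The log2 fold changes were compared where both genes were tested and the nested gene had a mean of at least 50. There the nested genes followed the host with Spearman's rho of 0.73 on the opposite strand (1646 pairs) and 0.69 on the same strand (629 pairs). These values are consistent with counting that ignored strand, although the library kit is strand-specific. An antisense or nested gene among the called genes may therefore carry its host's change, and 194 of the 289 called genes overlap another tested gene.

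The purpose of the factor that the authors applied to each library is open. Deposited totals differ 1.52-fold between the auxin replicates, which argues against scaling to equal library size, and the median gene differs by 0.574 on the log2 scale between them, which argues against scaling to the median gene. Scaling to the added fly RNA was not analysed here, and no biological explanation was tested. Whether the factor carries a measure of the total amount of RNA stays open, as the auxin libraries lie on opposite sides of both control libraries.

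The largest rises among called genes with a mean of at least 50, CYP1A1 and CYP1B1, belong to the list of AHR targets, which was fixed on the ground that indole-3-acetic acid is itself a ligand of this receptor. In camera, limma's test of a list against all other genes, the list rose (camera adjusted p = 7.19e-05, or 1.44e-05 before adjustment over the lists). This would be seen if auxin acted on the receptor apart from RAD21. CYP1A1 and CYP1B1 are themselves in the list, and camera was not repeated without them. The list's mean log2 fold change was 0.937 against a median of 0.20, so its largest rises weigh heavily in the mean. The evidence is limited: limma's fry gave an adjusted p = 0.406 (0.0812 before adjustment) for a common direction, though its mixed test, for changes in either direction, gave an adjusted p = 0.0333, and 3 of the 11 tested members did not rise. One of them, TIPARP, fell by 1.15 on the log2 scale (limma adjusted p = 0.00293), where activation of the receptor alone predicts a rise. A separate influence on TIPARP, for example loss of RAD21, stays open. Auxin and the depletion of RAD21 came together in both auxin libraries, so an effect of the depletion on CYP1A1 and CYP1B1 also stays open and was not tested. Cells without the degron but with auxin would separate them.

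Called protein-coding genes that fell were longer than those that rose, with median spans of 91.7 kb (121 genes) and 44.6 kb (87 genes; two-sided permutation p = 0.00128), although span had almost no relation with the change over all genes. More signal in long genes was weighed first: when directions were permuted within 3 strata of mean signal, the difference stayed (permutation p = 0.00387). A trend with length between the libraries was removed next, which took the rho with span of auxin replicate 1 against auxin replicate 2 from -0.225 to -0.0187 over protein-coding genes. The rho of auxin against control, small from the start, went from -0.0143 to -0.00599. That of control replicate 1 against control replicate 2 went from -0.0186 to -0.021. The difference in span between falling and rising genes stayed, with medians of 90.8 kb for 96 falling and 48.7 kb for 81 rising genes (permutation p = 0.0146). This argues against such a trend as the whole cause. With scaling by library size only the difference stayed as well (permutation p = 0.00316), and on the deposited scale, with 25 calls, it had the same direction (p = 0.237). Signal shared between overlapping genes cannot be told apart from an effect of length: among calls that overlap no other tested gene the falling genes had a median of 64.7 kb and the rising ones 34.8 kb (permutation p = 0.230), but only 38 and 37 genes remained. Genes are not independent replicates here, so the relation may rest on a few loci. A response of long genes to the loss of RAD21 is a hypothesis that these libraries leave open.

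Neighbouring genes changed together under auxin, but the same was seen between replicates of 1 group. Among genes that overlap no other tested gene, control replicate 1 against control replicate 2 gave a rho of 0.107, and auxin replicate 1 against auxin replicate 2 gave 0.0683, on either side of the 0.0884 of auxin against control. For gaps of 5 to 50 kb, with a mean of at least 50, both replicate differences, 0.171 and 0.168, exceeded the 0.111 of auxin against control. The 2 replicate differences are not independent, as they correlated across genes with a mean of at least 50 (Pearson's r 0.462). A difference shared by the replicate numbers cancels in auxin against control, so these values cannot decide the source of the 0.111. Regional differences between libraries and a part due to auxin both stay open. For gaps under 5 kb auxin against control gave 0.348, above both replicate differences, of which the higher was 0.270. Whether regional differences between libraries may explain the value under 5 kb cannot be told apart from an effect of auxin. Only 2 replicate differences exist and each rests on single libraries, while the auxin contrast averages 4. Read-through of signal into an adjacent gene was not tested.

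Of the 3 ways to split the 4 libraries in pairs, only 1, the real one, gave as many as 289 genes with a limma adjusted p under 0.05, and with 3 splits that share cannot fall below 0.05. Replicate 1 against replicate 2 gave 3 genes, but 3552 genes with an unadjusted p under 0.05, close to the 4033 of auxin against control. The remaining split gave 0 genes, and 349 at an unadjusted p under 0.05. A shared difference between the replicate numbers may thus be nearly as widespread as the difference between the groups, although it moved few genes past the threshold.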
